A study of Callithrix jacchus with 4 samples. Its data were reported in "Temporally divergent regulatory mechanisms govern neuronal diversification and maturation in the mouse and marmoset neocortex" (2022).

How the data were processed

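Single-nucleus RNA sequencing profiled somatosensory cortex of the common marmoset (Callithrix jacchus), a small New World monkey, at a neonatal age (D0) and in adults of 2 years (Y2). There were 2 libraries per age, each from tissue of a separate animal according to the study's methods, so the library was the replicate and nuclei were not. Replicate numbers were taken from the sample descriptions, which name the deposited age and replicate labels. The sample titles number some of the libraries differently. The study's methods name more libraries than the 4 analysed here and place more than 2 of them in batch 1. The nuclei of the 4 libraries sum to the total that the study states.

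The authors released frozen tissue into a nuclear suspension, sorted DAPI-positive nuclei to remove debris and built droplet-based libraries that count the 3-prime ends of transcripts. They counted each library with Cell Ranger 2.1.0 against a custom marmoset transcriptome that includes unspliced RNA, aggregated the libraries and thinned them to equal complexity per cell. In Seurat they kept nuclei above a minimum number of detected genes, corrected the experimental batch by canonical correlation analysis (CCA), discarded nuclei whose variance was poorly explained by that correction, clustered the remainder and named cell types from marker genes. The study's methods say that marmoset nuclei were handled by the strategy used for its mouse cells. Those cells were first clustered at each age separately, and their clusters were then carried into a joint analysis. Whether the deposited marmoset clusters were formed jointly or per age is not stated. How the authors treated doublets in these libraries is not given in the sources used here. A gene minimum removes more nuclei of types that hold little RNA, and the CCA filter removes nuclei that match poorly between batches. The shares reported are therefore shares of retained nuclei, not of the tissue.

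The deposited table lists 1 nucleus per row with its age, replicate, batch, cluster number and cell type, and these are labels rather than measured values. It holds 36592 nuclei, of which 0 lacked a sample and 0 carried a repeated barcode. Gene values, RNA molecules per nucleus and map coordinates were not used here, so depth per nucleus and distances between ages, which had been planned, were not analysed here. Cell types were used as annotated: callosal projection neurons (CPN), Layer IV neurons, subcerebral projection neurons (ScPN), corticothalamic projection neurons (CthPN), 4 inhibitory interneuron types named by a marker gene (Inh_Sst, Inh_Pvalb, Inh_Vip, Inh_Lamp5), astrocytes (Astro) and oligodendrocyte precursor cells (OPC). No marker could be checked. The 10 types were grouped into 4 classes: projection neurons, interneurons, astrocytes and oligodendrocyte lineage. All types were named in the text. Clusters were named where a neuronal cluster held both ages, a glial cluster was specific to an age, or a cluster was specific to a library; clusters 0, 9, 11, 17, 19, 20, 21, 22, 33 and 34 were named after their values were seen.

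Nuclei per library were 6482 and 14142 for D0 replicates 1 and 2, and 5622 and 10346 for Y2 replicates 1 and 2. The half-width of the 95% Wilson interval of a share was at most 1.26 percentage points over all nuclei, 1.46 points over projection neurons and 3.95 points over interneurons. A count of 0 was given the upper limit of 3 counts. Intervals and limits cover counting error only and leave out the spread between animals.

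Shares of types over all nuclei, of classes over all nuclei, and of types within projection neurons and within interneurons were compared between ages (Y2 minus D0) with limma 3.58.1 in R 4.3.3, on the logit of the share after adding 0.5 nuclei. The moderated test was two-sided, with Benjamini-Hochberg adjustment within each of the 4 sets and a threshold of 0.05. Projection neurons and interneurons were fitted separately. The plan did not say whether these classes share 1 fit, and the separate fits were chosen after both had been seen. In both of these sets, and in every fit with the replicate block, limma pooled the spread of all types completely, and the shares of a set sum to a constant, so their p-values rest on a common spread. Effects are given as odds ratios with 95% intervals. The ratio of projection neurons to interneurons was compared by a two-sided exact permutation test. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333, so no single share could pass a threshold of 0.05 by that test. Clusters were called age-specific at 90% or more of 1 age and library-specific at 90% or more of 1 library within their leading age, with libraries weighted equally, and no test was made from nuclei. Other work used Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

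In the deposited table each batch held 1 D0 and 1 Y2 library: replicate 1 was batch 1 and replicate 2 was batch 2 in the deposited batch column, so replicate numbers pair the libraries. Replicate differences of the 2 ages had the same sign in 2 of 10 types, with Pearson's r of 0.437 and Spearman's rho of 0.0424 across types, which are not independent. The fit with the replicate number as a block was run beside each comparison.

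The fits were tested on simulated data with the observed mean shares and library sizes, in 500 simulated sets per setting. All types of a set shared 1 library SD (0.722 over all nuclei, on the natural-log scale). The observed spread was unequal: replicates differed by 2.04 and 2.42 for astrocytes but by -0.170 and 0.155 for Inh_Sst (logit, D0 and Y2). The rates over all nuclei therefore do not cover that inequality. Without any change, at least 1 type was called in 8.2% of sets for types over all nuclei, 10.2% for classes, 10.0% for projection neuron types and 10.2% for interneuron types, above the nominal 5%. A type changed by 2 natural-log units was called in 27.6%, 17.8%, 68.4% and 100% of sets, and at least 1 other type was then called in 16.0%, 17.2%, 59.2% and 90.0% of sets, since shares sum to a constant and a change of 1 type moves the others.

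Alternatives were the arcsine and centred log-ratio scales, 1 added nucleus, the replicate block, each library left out, robust moderation, a quasi-binomial model per type, merged types, summed nuclei for the ratio, and other cluster thresholds and weights. The main tests, apart from the choice of separate fits, and these alternatives were fixed before the data were examined. The planned merged groups also named types that the annotation does not hold, so they were formed as ScPN with CthPN and Inh_Sst with Inh_Pvalb once the annotation was seen. Chosen after seeing the data were counting cluster 20 as Inh_Lamp5, leaving out Inh_Lamp5 on either scale, neurons only as denominator, and listing both neuronal classes in 1 fit as an alternative.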

Results

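Single-nucleus profiles of marmoset somatosensory cortex were compared between neonates (D0) and adults of 2 years (Y2) to examine which cell populations were captured at each age. The 36592 retained nuclei came from 4 libraries, 2 per age. D0 replicates 1 and 2 held 6482 and 14142 nuclei, and Y2 replicates 1 and 2 held 5622 and 10346. They were annotated as 10 cell types in 34 clusters, and each cluster carried a single type. Cluster numbers ran from 0 to 35, with none between 24 and 26 or between 30 and 32. Whether clusters with the absent numbers were removed is not stated, so the shares cover the listed clusters only. In the deposited table replicate 1 of both ages belonged to batch 1 and replicate 2 to batch 2, so that each age difference could also be read within a batch.

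The first comparison addressed the balance of the major cell classes. Projection neurons, the class that grouped CPN, ScPN, CthPN and Layer IV neurons, made up 67.9% ± 1.07 (SD, n = 2) of D0 nuclei and 86.3% ± 3.75 (SD, n = 2) of Y2 nuclei. Their share was higher at Y2 by 20.3 percentage points in batch 1 and by 16.5 points in batch 2. Interneurons, the GABAergic neurons of local circuits, made up 23.8% ± 4.53 (SD, n = 2) of D0 nuclei and 11.7% ± 1.34 (SD, n = 2) of Y2 nuclei, with D0 shares 2.52-fold and 1.63-fold those of Y2 in batches 1 and 2. No class passed the test (limma, 0 of 4 classes; 1 class at an unadjusted p under 0.05; 0 by the quasi-binomial model). The adjusted p was 0.0964 for projection neurons, interneurons and oligodendrocyte lineage alike, and 0.362 for astrocytes. On the centred log-ratio scale, which measures each class against the mean log count of all 4, the interneuron difference had the opposite sign (0.464). The count was 1 on the arcsine scale (projection neurons), 1 without Y2 replicate 1 (oligodendrocyte lineage) and 2 without Y2 replicate 2 (projection neurons and oligodendrocyte lineage).

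The ratio of projection neurons to interneurons was 2.54 and 3.25 in D0 replicates 1 and 2, and 8.28 and 6.62 in Y2 replicates 1 and 2. On the log2 scale it averaged 1.52 ± 0.25 (SD, n = 2) at D0 and 2.89 ± 0.23 (SD, n = 2) at Y2. The mean difference of 1.37 corresponded to a 2.58-fold higher ratio at Y2, with 3.26-fold in batch 1 and 2.04-fold in batch 2. The difference exceeded the spread between replicates, but the exact permutation test gave p = 0.333, the smallest value that 2 against 2 libraries allow. An exact sign-flip test over the 2 batches, which keeps the pairing of libraries, gave p = 0.5. That is the smallest two-sided value that 2 pairs allow, so this test could not show a difference.

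Glial nuclei formed a small part of each library, and their number varied between libraries of the same age, which differed in both animal and batch. OPCs, the dividing precursors of myelinating cells, were 2.98% and 2.78% of nuclei in the D0 libraries (193 and 393 nuclei). In the Y2 libraries they were 0.0356% and 0.541% (2 and 56 nuclei). The Wilson 95% intervals of the Y2 shares ran from 0.00976% to 0.13% and from 0.417% to 0.702%. Over the 10 types the OPC difference did not pass the test (adjusted p = 0.0747, limma), but it did on the arcsine scale (0.0466), on the centred log-ratio scale (0.0359) and with the replicate block (0.00222), as did the oligodendrocyte lineage among the 4 classes with the block (0.0479). With the block limma gave all types 1 pooled SE of log odds (0.574, against 0.916 for OPCs without it), while the OPC replicates differed by -0.0723 at D0 and 2.51 at Y2 on the logit scale. Over all alternatives the adjusted p of OPCs ranged from 0.000296 to 0.240. Astrocytes were 1.33% and 9.44% of D0 nuclei and 0.285% and 3.20% of Y2 nuclei. Within batches the D0 share was 4.66-fold and 2.95-fold that of Y2. The difference did not pass the test (adjusted p = 0.332, limma; 0.0787 with the replicate block). With a library left out the log-odds difference ranged from -2.55 without Y2 replicate 2 (adjusted p = 0.00820) to -0.126 without Y2 replicate 1 (adjusted p = 0.909).

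Across the 10 cell types, 3 interneuron types passed the test over all nuclei: Inh_Sst and Inh_Vip fell and Inh_Lamp5 rose at Y2 (limma). Inh_Sst, named for somatostatin, was 10.1% ± 1.08 (SD, n = 2) of D0 nuclei and 2.66% ± 0.287 (SD, n = 2) of Y2 nuclei, 4.42-fold and 3.26-fold higher at D0 in batches 1 and 2. Its odds were 4.10 times higher at D0 (95% interval 1.74 to 9.65, adjusted p = 0.0354), and it did not pass with the replicate block (adjusted p = 0.0787). Inh_Vip, named for vasoactive intestinal peptide, was 7.61% ± 2.72 (SD, n = 2) of D0 nuclei and 1.32% ± 0.563 (SD, n = 2) of Y2 nuclei, 10.3-fold and 3.30-fold higher at D0 in the 2 batches. Its odds were 6.20 times higher at D0 (95% interval 1.99 to 19.3, adjusted p = 0.0354; 0.0328 with the block). Inh_Lamp5 was listed for 0 of 6482 and 0 of 14142 D0 nuclei, which allows shares of up to 0.0463% and 0.0212%, and for 1.33% and 1.49% of Y2 nuclei (adjusted p = 0.00111, which rests on D0 values set by the added 0.5 nuclei). Its share was at least 28.8-fold higher at Y2 in batch 1 and at least 70.2-fold in batch 2, against the limit of each D0 library. Inh_Pvalb, named for parvalbumin, was 6.14% ± 0.722 (SD, n = 2) at D0 and 6.30% ± 0.377 (SD, n = 2) at Y2, and its odds ratio of 1.03 had a 95% interval of 0.441 to 2.41. Leaving out any of D0 replicate 1, D0 replicate 2 or Y2 replicate 1 left 1 call (Inh_Lamp5), leaving out Y2 replicate 2 gave 5 (Astro, CthPN, Inh_Lamp5, Inh_Vip and OPC), and 1 call was left with merged types (Inh_Lamp5) and 0 with the quasi-binomial model, which could not be fitted for Inh_Lamp5. Over all alternatives the adjusted p ranged from 0.00370 to 0.231 for Inh_Sst and from 0.00370 to 0.298 for Inh_Vip. When cluster 20, a D0 cluster annotated Inh_Sst, was counted as Inh_Lamp5, an alternative added after the data were seen, no type was called: the log-odds difference of Inh_Vip was still -1.82 and that of Inh_Sst was -1.17 (adjusted p = 0.0598 for both), while that of Inh_Lamp5 was -0.357.

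**Figure D1:**
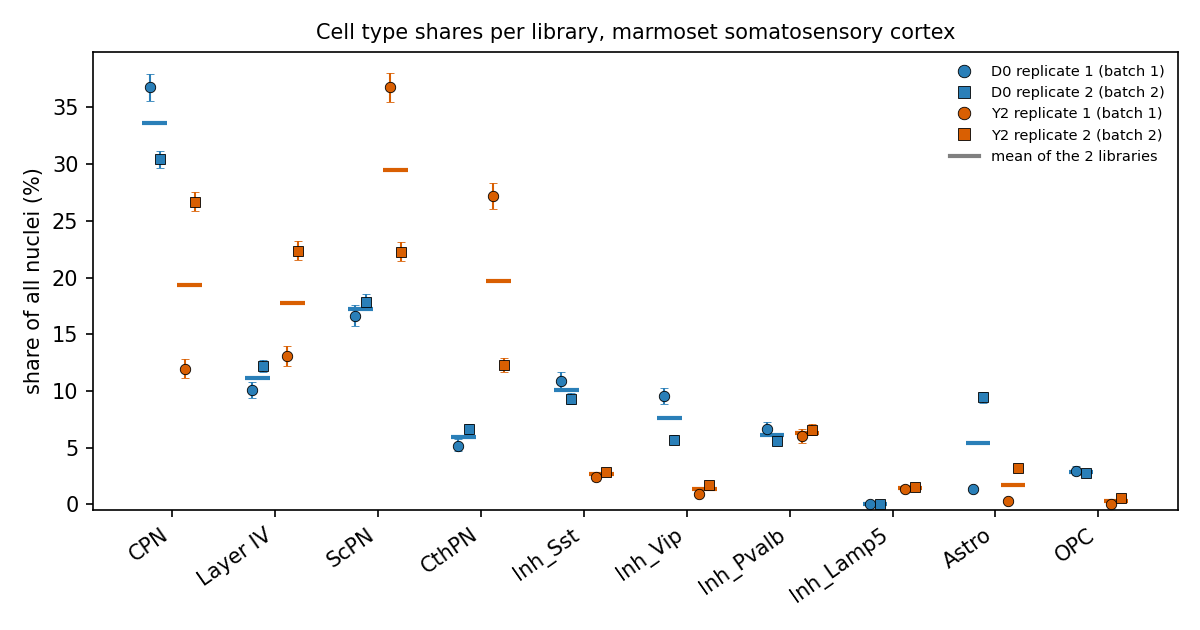
Share of all nuclei (%, y axis) of each annotated cell type (x axis) per library, with D0 in blue, Y2 in orange, circles for replicate 1 (batch 1), squares for replicate 2 (batch 2), 95% Wilson intervals as bars and horizontal lines for the mean of 2 libraries. Inh_Sst lies at 10.9% and 9.33% in the D0 libraries and at 2.45% and 2.86% in the Y2 libraries, while the 2 Y2 libraries lie far apart for CPN (11.9% and 26.7%) and CthPN (27.2% and 12.3%).

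Shares within a class do not depend on how many nuclei of other classes were captured. Among projection neurons, CPNs, which connect the hemispheres, made up 53.6% and 45.3% in the D0 libraries and 13.4% and 31.9% in the Y2 libraries. CthPNs, which project to the thalamus, made up 7.55% and 9.88% at D0 and 30.6% and 14.7% at Y2. Both differences had the same direction in the 2 batches, but the CPN difference was 40.2 points in batch 1 and 13.4 points in batch 2, and the CthPN difference was 23.0 and 4.78 points. ScPNs, which project below the cerebrum, made up 24.2% and 26.6% at D0 and 41.3% and 26.7% at Y2. Layer IV neurons, the main recipients of thalamic input, were 16.4% ± 2.51 (SD, n = 2) at D0 and 20.7% ± 8.55 (SD, n = 2) at Y2. No projection neuron type passed the test (limma, 0 of 4 types; 2 at an unadjusted p under 0.05; 0 by the quasi-binomial model). The adjusted p was 0.0933 for CPN, 0.0987 for CthPN, 0.553 for ScPN and 0.603 for Layer IV. Without Y2 replicate 2 the count was 3 (CPN, CthPN and ScPN), and without any 1 of the other libraries it was 0. A single fit of both neuronal classes called 2 types (CPN and CthPN), and the separate fits were chosen after both had been seen.

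Over all nuclei, none of the 4 projection neuron types passed the test. CPNs were 33.6% ± 4.50 (SD, n = 2) of D0 nuclei and 19.3% ± 10.4 (SD, n = 2) of Y2 nuclei (adjusted p = 0.223, limma), and CthPNs were 5.91% ± 1.02 (SD, n = 2) and 19.7% ± 10.6 (SD, n = 2) (adjusted p = 0.0915). The CthPN difference passed over neurons only (adjusted p = 0.0337) and without Y2 replicate 2 (0.0363), but not without Y2 replicate 1 (0.387), and over all alternatives the adjusted p ranged from 0.0337 to 0.387. ScPNs were 17.2% ± 0.875 (SD, n = 2) and 29.5% ± 10.2 (SD, n = 2) (adjusted p = 0.223), and Layer IV neurons were 11.1% ± 1.53 (SD, n = 2) and 17.7% ± 6.60 (SD, n = 2) (adjusted p = 0.315). Shares of the 2 ages did not overlap for 8 of the 10 types, where chance gives this for 33.3% of types.

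The composition of the interneurons differed between ages with a smaller spread between replicates, and the 3 types found at both ages passed the test (limma), with and without the replicate block. Inh_Lamp5 passed too, but its D0 values were set by the added 0.5 nuclei. Within interneurons the Inh_Vip share fell from 31.4% ± 5.45 (SD, n = 2) at D0 to 11.1% ± 3.54 (SD, n = 2) at Y2, 4.09-fold and 2.02-fold lower in batches 1 and 2 (adjusted p = 0.000583). Inh_Sst fell from 42.7% ± 3.55 (SD, n = 2) to 22.7% ± 0.142 (SD, n = 2), 1.76-fold and 2.00-fold lower in the 2 batches (adjusted p = 0.00263). Inh_Pvalb rose from 25.9% ± 1.90 (SD, n = 2) to 54.0% ± 2.95 (SD, n = 2), 2.28-fold and 1.91-fold higher in the 2 batches (adjusted p = 0.000657), although on the centred log-ratio scale its difference was negative (-0.607, adjusted p = 0.00734). With Inh_Lamp5 left out, an alternative added after the data were seen, Inh_Pvalb was higher at Y2 on the centred log-ratio scale too (1.05, adjusted p = 0.00105), and Inh_Sst then passed on the logit scale (adjusted p = 0.0101) but not on the centred log-ratio scale (adjusted p = 0.0751). Over all alternatives the adjusted p ranged from 0.000235 to 0.0293 for Inh_Pvalb, from 3.80e-06 to 0.0751 for Inh_Sst and from 1.27e-06 to 0.0789 for Inh_Vip. Inh_Lamp5 made up 12.4% and 11.8% of Y2 interneurons and was listed for 0 of 1753 and 0 of 2919 D0 interneurons, which allows shares of up to 0.171% and 0.103%. Inh_Lamp5 was at least 72.6-fold and at least 115-fold higher at Y2 in the 2 batches, as annotated. With cluster 20 counted as Inh_Lamp5, the Inh_Lamp5 shares at D0 became 8.96% and 8.05% and its difference no longer passed (adjusted p = 0.0525). The Inh_Sst shares at D0 then became 31.2% and 37.1%. Its log-odds difference was -0.563 (adjusted p = 0.0162, limma), against -0.925 as annotated. Inh_Vip did not pass without D0 replicate 1 (adjusted p = 0.0692), and the quasi-binomial model called 2 types (Inh_Pvalb and Inh_Sst).

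**Figure D2:**
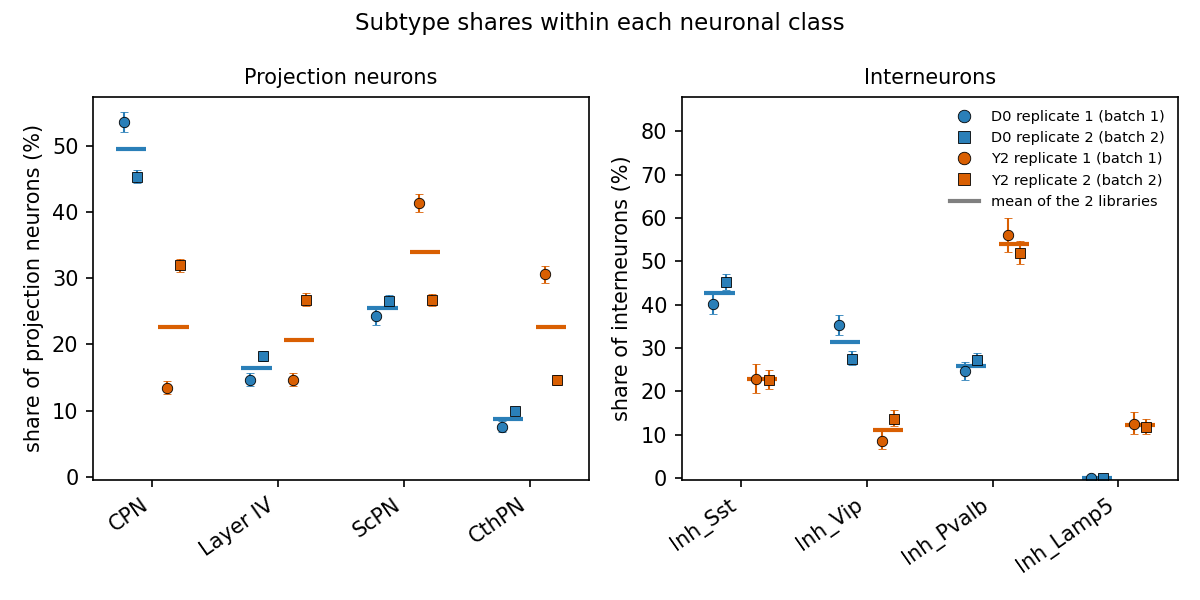
Share (%, y axis) of each type (x axis) among projection neurons (left) and among interneurons (right) per library, with D0 in blue, Y2 in orange, circles for replicate 1 (batch 1), squares for replicate 2 (batch 2), 95% Wilson intervals as bars and horizontal lines for the mean of 2 libraries. The Inh_Pvalb share lies at 24.6% and 27.3% in the D0 libraries and at 56.1% and 52.0% in the Y2 libraries, while the sign of its difference is negative on the centred log-ratio scale with Inh_Lamp5 included and positive without it, and the CPN share spreads from 13.4% to 31.9% between the Y2 libraries.

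The next comparison asked how far nuclei of the 2 ages shared clusters. All 34 clusters were age-specific at 90% of 1 age, and 31 held nuclei of 1 age only (16 of D0 and 15 of Y2). Whether the ages were clustered jointly is not stated, so clusters of 1 age cannot alone show that the ages differ. Of the 23 projection neuron clusters 21 held 1 age only, as did all 8 interneuron clusters and both astrocyte clusters. Both ages met in cluster 0 (CPN, 54 D0 nuclei among 3127), in cluster 17 (CthPN, 76 D0 nuclei among 808) and in cluster 18 (OPC, 58 Y2 nuclei among 644). Together 188 nuclei, 0.514% of the total, lay in a cluster led by the other age. Cluster 18 was the only OPC cluster, and 90.9% of its weighted share came from D0. It held every OPC of both ages, so 0 of 2 and 0 of 56 Y2 OPCs lay in a cluster led by Y2. OPCs thus did not part by age, and cluster 18 met the limit because OPCs were a smaller share of Y2 nuclei. In every other class and library at least 98.9% of nuclei lay in clusters led by their own age. Inh_Pvalb, Inh_Vip and astrocyte nuclei each formed 1 cluster per age.

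Cluster sizes fell with the cluster number except at a few places. Astrocytes of D0 (cluster 10, 1421 nuclei) were fewer than the next cluster (1631), and astrocytes of Y2 (cluster 32, 347 nuclei) were numbered after the smallest clusters. The sum of both, 1768, lies between the sizes of clusters 9 (1775) and 11 (1631). The D0 cluster 20, annotated Inh_Sst (392 nuclei), and the Y2 cluster 33, annotated Inh_Lamp5 (229 nuclei), sum to 621, between clusters 19 (631) and 22 (434). The sum for clusters 21 and 34, both ScPN, is 503. Any of the 4 clusters numbered 32 to 35 would bring cluster 10 or cluster 21 into order. Of these 4 only cluster 33 would bring cluster 20 into order, and cluster 34 would exceed cluster 19 by 4 nuclei.

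**Figure D3:**
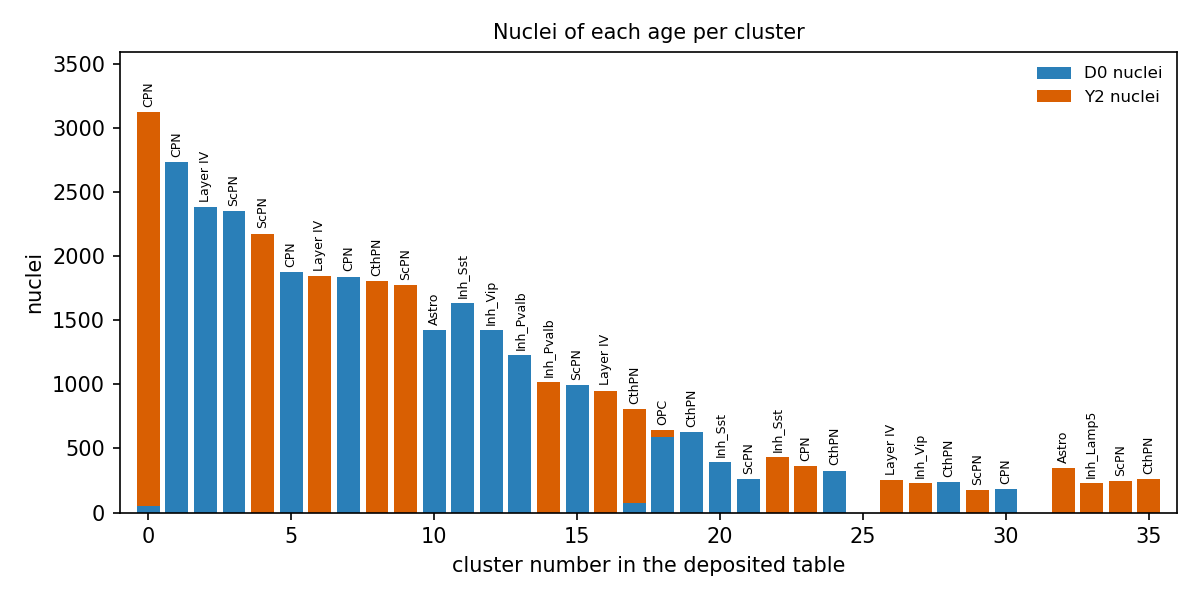
Nuclei (y axis) in each deposited cluster (x axis, cluster number), stacked by age with D0 in blue and Y2 in orange and labelled with the annotated type. Sizes fall from 3127 in cluster 0, both colours appear only in clusters 0, 17 and 18, and clusters 32 to 35 at the right hold only Y2 nuclei.

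The last comparison addressed whether the clusters of an age came from both animals. Of the 34 clusters, 30 held nuclei of both libraries of their leading age below the 90% limit, and 4 were specific to a library. Clusters 23 (CPN, 360 nuclei) and 26 (Layer IV, 253 nuclei) held nuclei of Y2 replicate 1 only. Cluster 30 (CPN, 183 nuclei) drew 97.4% of its weighted D0 share from D0 replicate 1, and cluster 32 (astrocytes) drew 91.8% of its weighted Y2 share from Y2 replicate 2. At a limit of 80% the number of library-specific clusters was 7.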

Values the study reported

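The study reported 36,592 marmoset nuclei after quality control and filtering.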

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

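The share of Inh_Pvalb among all nuclei differed between ages in opposite directions in the 2 batches. The difference (Y2 minus D0) was -0.619 percentage points in batch 1 and 0.934 points in batch 2. In the deposited table each batch held 1 library per age, so the difference between the batches was not tested.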

How the results depend on the processing

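Settings chosen after the data were seen were cluster 20 counted as Inh_Lamp5, Inh_Lamp5 left out on either scale, neurons only as denominator and both classes in 1 fit; the others were planned, with merged groups formed from those planned types that the annotation holds. Over all nuclei, the 3 called types became 4 on the arcsine and centred log-ratio scales (OPC added), 4 over neurons only (CthPN added), 0 with the quasi-binomial model, 1 with merged types, 0 with cluster 20 counted as Inh_Lamp5, and 1 to 5 with each library left out in turn. The 0 called classes became 1 on the arcsine scale, 1 with the replicate block, and 0 to 2 with a library left out. The 0 called projection neuron types became 2 with both classes in 1 fit and 0 to 3 with a library left out. The 4 called interneuron types became 2 with the quasi-binomial model and 3 with cluster 20 counted as Inh_Lamp5 (Inh_Lamp5 lost). They became 2 of 3 with merged types and 2 of 3 with Inh_Lamp5 left out on the centred log-ratio scale. Without D0 replicate 1 the log-odds difference of Inh_Vip within interneurons was -1.13, against -1.31 with all libraries. Library-specific clusters numbered 7 at 80%, against 4 at 90% and 3 at 95%. The causes were not tested, except that merging and leaving out types leaves fewer types to test. A lone library of an age was assumed to vary like the others.

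Some signs were reversed, on the logit scale unless stated. Inh_Pvalb over all nuclei (0.0298, not called) ranged from -0.0592 to 0.119 with a library left out and was -0.0410 over neurons only. Inh_Lamp5 over all nuclei was -0.357 with cluster 20 counted as Inh_Lamp5. Layer IV within projection neurons (0.249, not called) ranged from -0.127 to 0.626 with a library left out. On the centred log-ratio scale, interneurons among classes had 0.464 and Inh_Pvalb among interneurons -0.607, which became 1.05 with Inh_Lamp5 left out. Of the values of single types under all alternatives, 99 of 123 over all nuclei, 34 of 40 for classes, 40 of 46 within projection neurons and 50 of 55 within interneurons kept their direction and side of the threshold.

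The replicate block changed the calls of Inh_Sst and OPC over all nuclei and of the oligodendrocyte lineage among classes, and no other call. The ratio of projection neurons to interneurons stayed higher at Y2 in every setting run, with log2 differences from 1.19 to 1.54. Age-specific clusters numbered 32 to 34 at other thresholds and weights, and 31 of 32 without Y2 replicate 1, whose nuclei alone made up clusters 23 and 26. Clusters 17 (94.5%) and 18 (90.9%) fell below the limit of 95%, and cluster 18 failed without Y2 replicate 1. Cluster 18 held the OPCs of both ages, so its value follows the abundance of OPCs and not a parting by age. Every type had at least 20 nuclei, so that minimum removed none. Settings that need genes per nucleus, the depth comparison and the map distances were not run.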

Other observations

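The tests of explanations below were chosen after the results were seen. The annotation named no mature oligodendrocytes, microglia or vascular cells at either age. Whether clusters with the absent numbers held such cells was not tested. Glia (astrocytes and OPCs) were 4.30% and 12.2% of nuclei in the D0 libraries and 0.320% and 3.74% in the Y2 libraries. Per 100 astrocytes there were 224 OPCs in D0 replicate 1 and 29.4 in D0 replicate 2, and 12.5 and 16.9 in Y2 replicates 1 and 2. Inh_Sst and Inh_Pvalb together, the types that arise in the medial ganglionic eminence, were 64.7% and 72.5% of D0 interneurons and 79.0% and 74.6% of Y2 interneurons.

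In 31 of the 34 clusters only 1 age was found. Of those 31, 29 held nuclei of both batches, and each batch held 1 D0 and 1 Y2 library. That both batches shared those 29 clusters cannot tell whether experimental batch parted nuclei, since the authors corrected the batch before clustering. Within each batch, however, the library of the other age had no nuclei in them, which batch alone would not give. This argues against batch as what parted the ages in those 29 clusters. Clusters 23 and 26 held nuclei of 1 batch only. They held 360 and 253 nuclei of Y2 replicate 1 and 0 of D0 replicate 1, which belonged to the same batch. Batch alone would not part the ages in these clusters either, but whether it kept Y2 replicate 2 out of them stays open. The authors corrected the batch before clustering, so how batch parted the nuclei before that correction was not tested. If each division of a cluster by age gave 1 part a number after 31, which was not tested, the 4 clusters so numbered leave 23 of the 31 clusters to other explanations. Clustering in Seurat numbers clusters by falling size, and whether clusters 10, 20 and 21, which were out of that order, were divided by age after clustering stays open, since any of 4 late clusters fits the size of cluster 10 and of cluster 21. Removal of stray nuclei of the other age stays open too, since the lowest count above 0 was 54 and a sharp parting gives the same, as does a difference in expression with age, which was not tested. Clustering of each age on its own, which the study describes for its mouse cells, stays open as well. It would give clusters of 1 age by construction, although clusters 0, 17 and 18 held both ages. In its chromatin data the study divided clusters that held several ages, and whether this was done here is not stated.

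Inh_Lamp5 was annotated at Y2 only. Too few D0 interneurons is argued against, since a count of 0 allows at most 0.171% in a D0 library and the lowest Wilson bound at Y2 was 10.0%. Whether the D0 counterpart of Inh_Lamp5 was cluster 20, annotated Inh_Sst, stays open: cluster 33 (Inh_Lamp5) alone puts it in exact size order, but 2 late clusters do within the gap of 9 nuclei seen among clusters 27 to 30, since cluster 34 (ScPN) brings it only 4 nuclei above cluster 19. Counting cluster 20 as Inh_Lamp5 ends the call by construction, since it gives D0 shares of 2.42% and 1.66%, and is no evidence for that naming. Marker genes, which would tell whether cluster 20 holds Lamp5 or Sst neurons, were not analysed here, and a later appearance of the type stays open.

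Libraries of the same age differed in composition. For CPN and CthPN the replicate differences had opposite signs at the 2 ages, which a shift shared by a batch would not give alone. CPN differed between replicates (2 minus 1, logit) by -0.286 at D0 and 0.988 at Y2, and CthPN by 0.261 and -0.983. The D0 differences were smaller than the library SD of 0.722 used in the simulations over all nuclei. With 1 pair per age, a shared shift together with variation between animals stays open. For astrocytes the differences were 2.04 and 2.42, which is consistent with a shift shared by batch 2, although 2 pairs are few. Unequal sampling of cortical layers cannot be told apart from a difference between animals, since layer positions were not used here; ScPN and CthPN together were 71.9% of projection neurons in Y2 replicate 1 and 41.3% in Y2 replicate 2.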
